A study of Mus musculus with 2 samples. Its data were reported in "Multiomics and cellular senescence profiling of aging human skeletal muscle uncovers Maraviroc as a senotherapeutic approach for sarcopenia" (2025).

How the data were processed

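Single-cell RNA-seq was performed by the study on live mononuclear cells sorted from mouse limb muscle, with 1 droplet library (10x Genomics) from mice given Maraviroc (MVC) and 1 from mice given the vehicle DMSO. Red blood cells were lysed before the sort per the labels, and dead cells were excluded with a viability dye. Groups were taken from the treatment given per the labels. There were no replicate libraries, so each of the 2 groups held 1 library.

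The deposited values were raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, written by the authors with Cell Ranger 7.0.0 per the file headers and limited to the barcodes that the software called as cells. No normalisation had been applied, and the libraries had not been pooled. The genome build, the annotation and the handling of intronic reads were not stated for this data type. Both matrices listed the same 32285 genes. Gene positions were taken from the GENCODE M21 annotation of GRCm38 by gene ID, and 32158 of the IDs were found there.

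Cells with at least 500 genes and at most 10% mitochondrial UMIs were kept, which is the filter in the study's methods. The DMSO library held 5812 barcodes and 39150511 UMIs, of which 5437 cells and 38748234 UMIs were kept. The MVC library held 6047 barcodes and 36063575 UMIs, of which 5454 cells and 35518029 UMIs were kept. Kept cells had a median of 5802 UMIs and 2090 genes in the DMSO library and of 5195 UMIs and 1992 genes in the MVC library. No correction for free RNA was made.

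The counts of both libraries were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes were chosen, and mitochondrial and sex-linked genes were dropped from them. Cells were clustered on 30 principal components with a shared-neighbour graph of the 20 nearest neighbours and the Leiden algorithm at resolution 1, without integration of the libraries. This differs from the integration used by the study, and no cell annotation of the authors was used here. A cluster was called "X-like" from fixed marker genes when at least 3 markers of the class were raised by a log2 fold of at least 1 and detected in at least 20% of its cells, with a margin of 0.5 in the mean marker log2 fold over the next class. A cluster stayed unnamed when its median UMI count was under the sample median divided by 3 and none of the class markers was among its 10 leading genes. Cell type names were thus rebuilt, and a difference from the study may come from them. Doublets were scored per library against simulated doublets (2 per cell, 50 neighbours), and the highest scores were called at a rate of 0.8% per 1000 cells. This marked 236 DMSO cells (4.34%) and 238 MVC cells (4.36%). They were kept in the main values and removed in an alternative.

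Senescent cells were defined after the study's rule. Within a class, a cell was senescent when it lay above the median of each of 4 scores, with the median taken over both libraries. The scores used SenMayo, Senescence Eigengene, GenAge and CellAge. The human sets were matched to mouse genes by symbol, and the known senescence markers that the study kept apart, such as Cdkn1a and Cdkn2a, were left out, which left 115 genes in SenMayo, 145 in CellAge, 301 in GenAge and 139 in Senescence Eigengene. The score was a rank-based single-sample score (weighted mean rank of the set minus mean rank of the other genes, weight exponent 0.25), written for this work in place of the study's package. Because such scores change with depth, each cell was first thinned to 2000 UMIs drawn without replacement, and shallower cells were left out. This removed 447 of the kept DMSO cells and 981 of the kept MVC cells over all classes. The values without thinning are also given.

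Expression levels were UMIs summed over the cells of a class and library and divided by all UMIs of that class and library, scaled to a sum of 1e6 (CPM). Shares carried exact (Clopper-Pearson) 95% binomial intervals, levels exact Poisson intervals, ratios exact conditional intervals, and differences of shares Newcombe intervals. All of these intervals cover counting error only. For 0 UMIs, a floor of 3 counts was used for a bound on the fold. Gene lists were summarised by the median log2 ratio of CPM, MVC over DMSO, with a pseudocount of 10 CPM, over genes with at least 20 UMIs in a class with at least 100 cells in each library. Its percentile among 10000 random lists of the same size, drawn from 20 bins of like mean expression, is given as a description of these libraries. The lists were the study's classical list of senescence-associated secretory phenotype (SASP) genes (109 mouse genes), 38 immediate early and heat shock genes induced by tissue dissociation, 18 p53 target genes, 4 haemoglobin genes, and 8 and 4 genes of the circadian clock. No gene was in both the SASP and the dissociation list, 2 SASP genes were p53 targets, and the SASP list shared 51 genes with SenMayo, 5 with CellAge, 17 with GenAge and 38 with Senescence Eigengene.

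With 1 library per group no test between the treatments was possible, and no p-value, standard error or number of changed genes is given. The genes named in the MuSC-like, FAP-like, EC-like and SMC-like classes were the 3 highest and the 3 lowest by log2 ratio of CPM (pseudocount 10 CPM) among genes with at least 100 UMIs in the class, without mitochondrial genes, next to the genes that the study itself read. The filter, the clustering, the markers, the thinning, the lists read in the main comparisons, the rule for named genes and most of the alternatives were chosen before the data were examined. Reads shared between near-identical genes were gauged by the share of a gene's 31-base words in the GENCODE M21 transcripts that also occur in another gene.

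Alternatives covered the filter on cells (none beyond the deposited cell calls, and at least 1000 genes and at most 5% mitochondrial UMIs), removal of called doublets, classes from each cell's own markers (minimum mean z of 0.3), clustering resolutions of 0.5 and 2, centring of each gene within its library, thinning to 1000 or 3000 UMIs or not at all, other random draws, other rules and scores for senescent cells, other scalings of CPM, pseudocounts of 1 and 50 CPM, and UMI minimums of 1 and 100 for lists and 50 for named genes.

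The ratio intervals, the list medians, the senescent share and the ranking of genes over the classes were tested on simulated data, and the clustering and the shared words were not. For the ratios, lists and ranking, each gene was drawn on its own from a Poisson distribution around the pooled class profile. UMIs gathered in a few cells and genes that vary together were not simulated. The coverage of the intervals thus follows from the draw and does not show how they hold for real cells. With 200 of 10933 genes changed in the FAP-like class, 94.5% of the ratio intervals held the true fold, and 98.5% of the genes changed past a ratio of 1.5 in the right direction. A list of 78 genes lowered to 0.8-fold had a median log2 ratio of -0.23 and lay at the percentile 0, while an unchanged list of 38 genes lay between the percentiles 13.3 and 90 over 20 draws. For the senescent share, the FAP-like cells of the DMSO library were split into 2 parts of 590 cells each. At the same depth the parts differed by 0.17 percentage points without and -3.19 with thinning. With 1 part at 60% of its depth they differed by -25.9 points without and -3.86 with thinning. When the set genes were tripled in 20% of the cells of that part, the difference was -17.3 points without and 14.6 with thinning. For the ranking of 8299 genes by the median log2 ratio over the classes, 200 genes were lowered to 0.5-fold in each class, and 88.0% of them were among the 200 lowest. With no gene changed, the lowest median over 8351 genes was -0.34.

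Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9 and leidenalg 0.10.2, and plots were drawn with matplotlib 3.10.9. Pseudotime and ligand-receptor analyses were not run here, and some genes that were read are not reported here. Differences in the shares of class marker genes were not read as results.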

Results

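The study gave Maraviroc (MVC) to aging mice to ask whether it lowers cellular senescence and inflammatory signalling in skeletal muscle. The data analysed here were 2 single-cell RNA-seq libraries of mononuclear cells from limb muscle, 1 from MVC-treated and 1 from DMSO-treated mice. The DMSO library yielded 5437 cells with a median of 5802 UMIs, and the MVC library 5454 cells with a median of 5195 UMIs. The filter removed 6.45% of the DMSO and 9.81% of the MVC barcodes. There were no replicate libraries, so none of the differences below could be compared with the spread between mice, and each describes these 2 libraries only. The 95% intervals cover counting error only.

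Clustering of all kept cells gave 26 clusters, from which 15 classes were named by their markers. The classes relevant to senescence were satellite cells (MuSC-like), fibro-adipogenic progenitors (FAP-like), endothelial cells (EC-like) and smooth muscle cells (SMC-like). FAP-like cells comprised 5 clusters, of which a cluster of 747 cells was led by the immune genes Ifi205, Ifi203, Ifi211, Ifi204, Ptx3, Cxcl1, Ccl7 and Il33 rather than by a FAP marker. It held 7.19% of the DMSO cells and 6.53% of the MVC cells. A cluster of 180 cells lay between SMC-like and pericyte-like and kept both names. Another of 464 cells with a median of 1228 UMIs raised 8 EC markers but had none of them among its leading genes, and it stayed unnamed. Doublets were kept. Among SMC-like cells 38.2% were called as doublets, compared with 4.35% of all cells.

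The first question was whether the cell populations differed between the treatments. MuSC-like cells formed 4.71% (95% CI 4.17 to 5.31) of the MVC cells vs. 2.67% (2.26 to 3.13) of the DMSO cells, a difference of 2.05 percentage points (1.34 to 2.76). FAP-like cells formed 26.4% (25.2 to 27.6) vs. 21.7% (20.6 to 22.8), and EC-like cells 32.2% (30.9 to 33.4) vs. 40.4% (39.1 to 41.7). Macrophage-like cells were also at a higher share in the MVC library, at 3.905% (3.41 to 4.45) vs. 2.98% (2.54 to 3.47). In contrast, B cell-like cells formed 1.87% (1.53 to 2.27) vs. 3.77% (3.28 to 4.31), T/NK-like cells 1.01% (0.761 to 1.31) vs. 3.40% (2.94 to 3.92) and neutrophil-like cells 0.623% (0.432 to 0.870) vs. 1.16% (0.892 to 1.48). For SMC-like cells (1.72% vs. 1.93%) and pericyte-like cells (4.40% vs. 4.60%) the interval of the difference included 0. The pericyte-like difference moved from -0.198 to -0.995 points with the stricter filter and to -1.25 with classes from own markers. With doublets removed it changed sign, to 0.217. The unnamed low-UMI cluster formed 6.71% (6.06 to 7.41) of the MVC cells and 1.80% (1.47 to 2.19) of the DMSO cells. When it was counted as EC-like, the EC-like shares became 38.9% vs. 42.2%, which was the alternative that moved a class share most. Because markers such as the EC gene Timp4 were themselves at a lower level in the MVC library, clusters were also drawn after each gene was centred within its library. The differences were then 2.03 points for MuSC-like, 4.52 for FAP-like and -7.83 for EC-like cells.

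**Figure D1:**
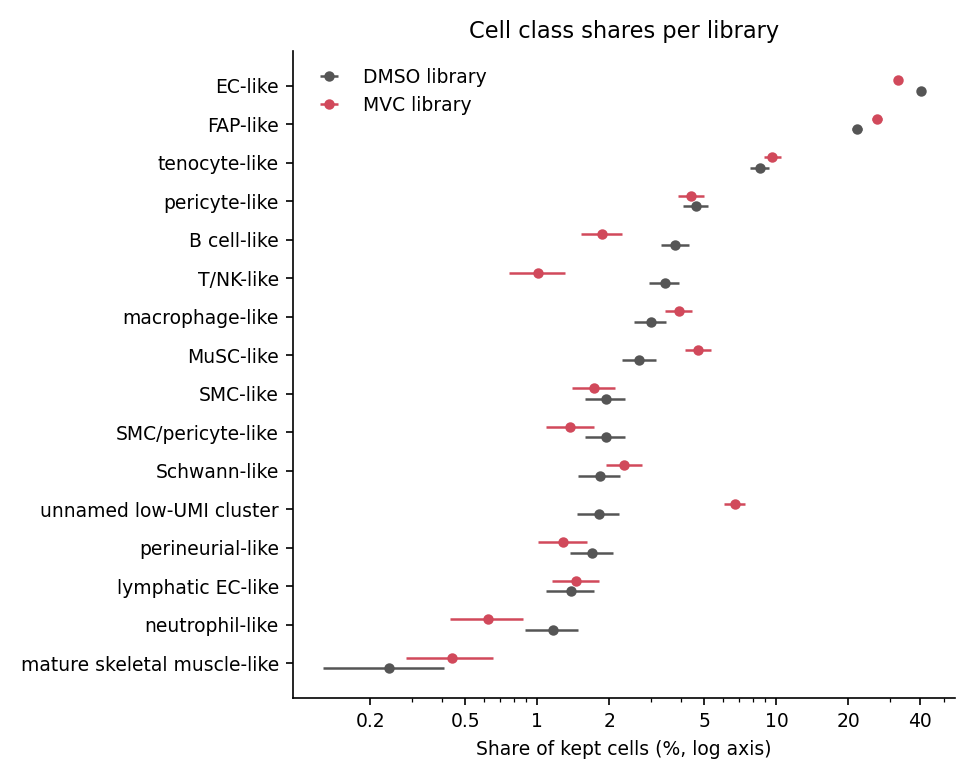
Share of kept cells in each class (x axis, percent on a log scale) in the DMSO library (grey) and the MVC library (red), with exact 95% binomial intervals as bars. MuSC-like and FAP-like cells sat higher in the MVC library, and EC-like, B cell-like and T/NK-like cells higher in the DMSO library.

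Next, the share of senescent cells was compared within each class, as the study defined it. With all UMIs of each cell, 26.1% (375 of 1439; 95% CI 23.8 to 28.4) of FAP-like cells were senescent in the MVC library and 31.5% (372 of 1181; 28.9 to 34.2) in the DMSO library, a difference of -5.44 points (-8.93 to -1.96). The shares were 27.8% vs. 30.15% in EC-like cells (difference -2.34 points, -5.17 to 0.513), 27.2% vs. 24.1% in MuSC-like cells (3.10 points, -6.02 to 11.6) and 26.6% vs. 28.6% in SMC-like cells (-1.98 points, -14.15 to 10.5). Cells of the MVC library were shallower, with a median of 9266 UMIs vs. 10406 in FAP-like and 3653 vs. 3825 in EC-like cells. Each cell was therefore thinned to 2000 UMIs. This left out 120 MVC and 46 DMSO cells of the FAP-like class, 283 and 248 of the EC-like class, 10 and 5 of the MuSC-like class and 2 and 1 of the SMC-like class. After thinning, 14.03% (185 of 1319; 12.2 to 16.0) of FAP-like cells in the MVC library and 14.1% (160 of 1135; 12.1 to 16.3) in the DMSO library were senescent, and the difference was -0.0711 points (-2.85 to 2.675). In EC-like cells the shares were 13.1% (193 of 1472) vs. 13.1% (256 of 1948), with a difference of -0.0303 points (-2.295 to 2.28). In MuSC-like cells they were 15.8% (39 of 247) vs. 12.9% (18 of 140), a difference of 2.93 points (-4.75 to 9.75), and in SMC-like cells 17.4% (16 of 92) vs. 11.5% (12 of 104), a difference of 5.85 points (-4.04 to 16.1). A lower share of senescent cells in the MVC library was thus not detectable in any of the 4 classes once depth was equal. Thinning was the choice that moved the FAP-like value most.

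The 4 sets did not move together. In thinned FAP-like cells the share above the median SenMayo score was 46.4% in the MVC and 54.2% in the DMSO library, whereas it was 49.5% vs. 50.6% for CellAge, 50.04% vs. 49.96% for GenAge and 51.1% vs. 48.7% for Senescence Eigengene. In thinned EC-like cells it was 46.1% vs. 52.98% for SenMayo, 53.9% vs. 47.1% for CellAge, 50.6% vs. 49.5% for GenAge and 51.0% vs. 49.2% for Senescence Eigengene. In thinned MuSC-like cells it was 50.2% vs. 49.3% for SenMayo, 51.01% vs. 47.9% for CellAge, 48.2% vs. 52.9% for GenAge and 52.6% vs. 45.00% for Senescence Eigengene.

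**Figure D2:**
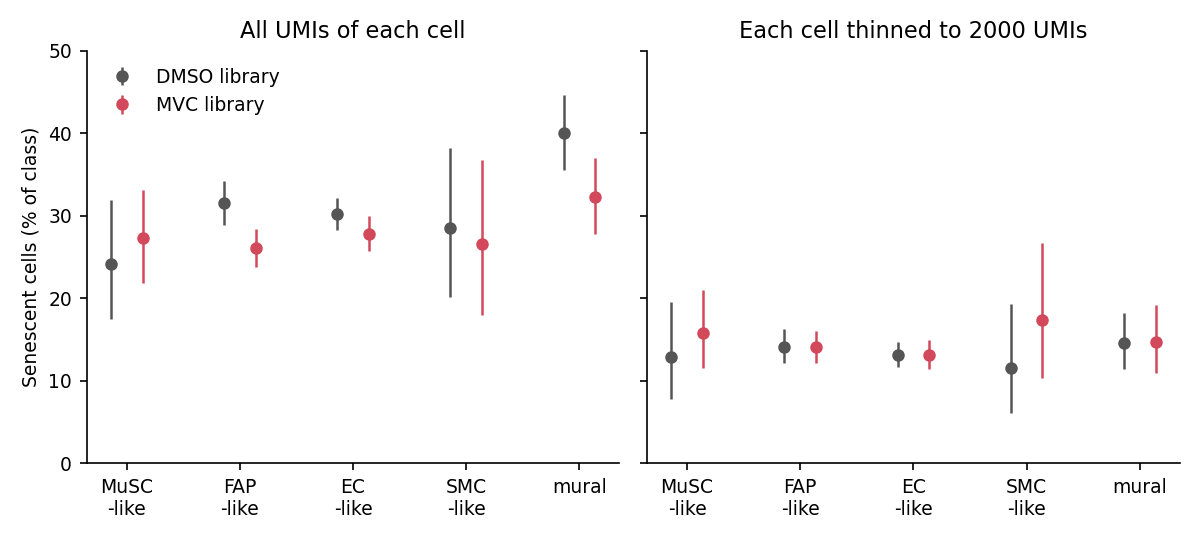
Senescent cells as a percentage of each class (y axis) in the DMSO library (grey) and the MVC library (red), with exact 95% binomial intervals, from all UMIs of each cell (left) and after each cell was thinned to 2000 UMIs (right). The gap seen in FAP-like cells on the left (26.1% vs. 31.5%) was absent on the right (14.03% vs. 14.1%), and mural cells (SMC-like, pericyte-like and intermediate clusters together) behaved alike.

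Cdkn1a encodes the cell cycle inhibitor p21, which the study read next to its senescent shares. The gene (ENSMUSG00000023067) lies on chromosome 17 from 29090976 to 29100727 in GRCm38. Its level was 159 CPM (95% CI 141 to 178; 292 UMIs) in MuSC-like cells of the MVC library vs. 339 CPM (306 to 376; 373 UMIs) in the DMSO library, a ratio of 0.468 (0.4004 to 0.547). The ratio was 0.536 (0.510 to 0.563) in FAP-like cells, from 178.5 vs. 333 CPM, 0.663 (0.643 to 0.683) in EC-like cells, from 862 vs. 1301 CPM, and 0.5145 (0.459 to 0.576) in SMC-like cells, from 474 vs. 921 CPM. These differences were larger than counting error. The alternative that moved a value most was the mean over each cell's own CPM in MuSC-like cells, which changed the log2 ratio from -1.09 to -0.85. Over all cells the level was 353 vs. 603 CPM. A lower level was also seen in macrophage-like cells (300 vs. 468 CPM), tenocyte-like cells (208 vs. 312 CPM) and Schwann-like cells (255.5 vs. 513 CPM). Not every class followed. The ratio was 0.872 (0.704 to 1.08) in pericyte-like cells, and T/NK-like cells had 131 CPM in the MVC and 94.1 CPM in the DMSO library, a ratio of 1.39 (1.02 to 1.89). Of the 55 T/NK-like MVC cells 9 were called doublets, vs. 5 of 185 in the DMSO library. After thinning, 19.2% (9.63 to 32.5) vs. 15.85% (10.9 to 22.0) of T/NK-like cells had a Cdkn1a UMI, with overlapping intervals.

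The share of cells with a Cdkn1a UMI followed the same direction in the 4 classes. Without thinning it was 41.25% vs. 58.6% in MuSC-like, 51.3% vs. 71.0% in FAP-like, 68.6% vs. 86.7% in EC-like and 72.3% vs. 94.3% in SMC-like cells. After thinning to 2000 UMIs it was 21.1% vs. 35.0%, 23.1% vs. 38.9%, 60.7% vs. 78.85% and 40.2% vs. 71.15%, respectively. B cell-like cells, the class with the lowest level, gave the background, at 7.84% vs. 8.78% without thinning (median 5128 and 5088 UMIs) and 5.75% vs. 6.44% after it (15 MVC and 3 DMSO cells left out). The median depths of the 4 classes without thinning were 6414 vs. 6764 UMIs for MuSC-like, 9266 vs. 10406 for FAP-like, 3653 vs. 3825 for EC-like and 9328 vs. 9792 for SMC-like cells.

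**Figure D3:**
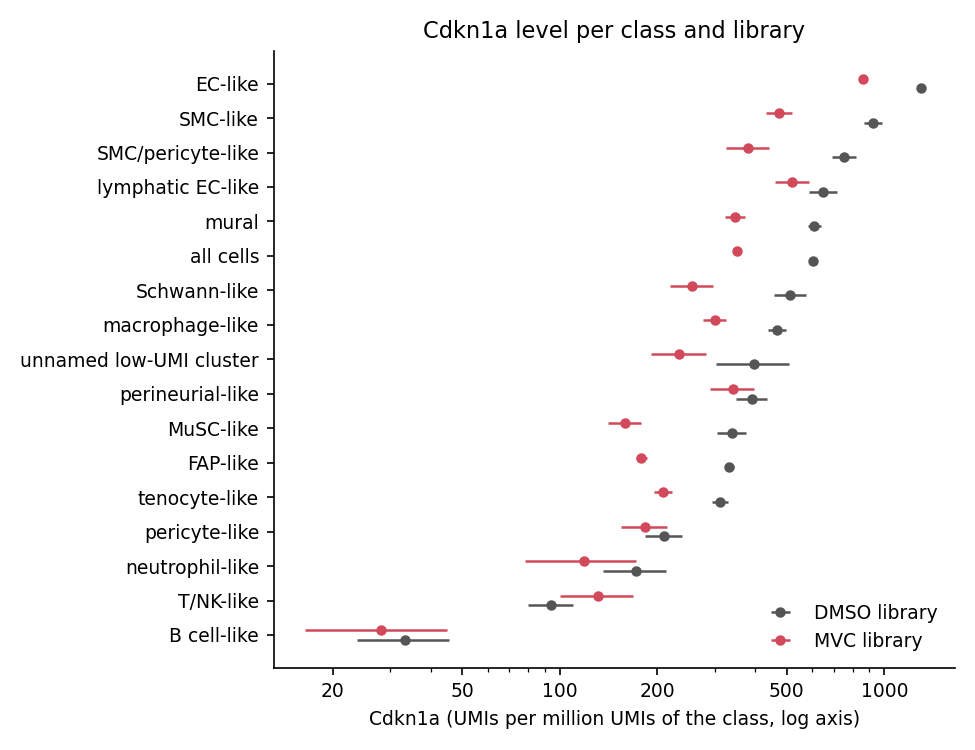
Cdkn1a level (x axis, CPM within the class, log scale) in each class of the DMSO library (grey) and the MVC library (red), with exact 95% Poisson intervals. Most classes sat lower in the MVC library, such as FAP-like cells at 178.5 vs. 333 CPM, while T/NK-like cells sat higher at 131 vs. 94.1 CPM.

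Other inhibitors did not follow Cdkn1a as a group. Cdkn2a, the p16 gene, was near the detection limit, with 94 UMIs in the MVC and 84 in the DMSO library over all cells (2.65 vs. 2.17 CPM; ratio 1.22, 0.900 to 1.66), and only 3 in each library among MuSC-like cells. Over all cells a difference was not detectable at this depth. By class, Cdkn2a had 20 vs. 9 UMIs in EC-like cells (ratio 2.96, 1.29 to 7.38) and 19 vs. 7 in tenocyte-like cells (2.605, 1.05 to 7.33), both higher in the MVC library, 20 vs. 22 in FAP-like cells (0.846, 0.438 to 1.625) and 5 vs. 22 in perineurial-like cells (0.389, 0.115 to 1.05). Over all cells, Cdkn2b was at 3.32 vs. 3.28 CPM and Cdkn2c at 7.57 vs. 7.045 CPM, both within counting error. Cdkn2d was at 30.2 vs. 44.1 CPM (ratio 0.684, 0.633 to 0.739) and Cdkn1b at 62.6 vs. 74.8 CPM (0.837, 0.792 to 0.885). These values also reflect the shares of the classes. Cdkn1b was higher in EC-like cells (1.17, 1.04 to 1.31) and lower in tenocyte-like cells (0.67, 0.545 to 0.821), and Cdkn2b was at a ratio of 2.79 (1.49 to 5.53) in FAP-like cells, from 42 vs. 14 UMIs, and of 0.204 (0.05015 to 0.618) in macrophage-like cells, from 4 vs. 18 UMIs. Cdkn1c went the other way, at 123 vs. 75.3 CPM (1.63, 1.56 to 1.71), with ratios of 1.61 (1.495 to 1.735) in FAP-like and 2.29 (2.09 to 2.515) in EC-like cells.

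To ask whether inflammatory chemokines that the study read were lower with MVC, Ccl3, Ccl4 and Ccl5 were read next. The study reported lower levels of them from RT-qPCR of whole muscle and from bulk RNA-seq and RT-qPCR of sorted MuSCs. Those data were not analysed here. The genes Ccl3, Ccl4 and Ccl5 lie on chromosome 11 (starts 83647844, 83662584 and 83525778) in GRCm38. Over all cells Ccl3 was at 24.9 vs. 36.4 CPM (ratio 0.686, 0.630 to 0.747), Ccl4 at 141 vs. 148 CPM (0.952, 0.916 to 0.989) and Ccl5 at 58.8 vs. 69.0 CPM (0.852, 0.804 to 0.903). The alternative that moved these values over all cells most was the removal of doublets, after which the log2 ratio of Ccl5 was -0.56 in place of -0.23. Levels over all cells also reflect the shares of the classes. Within macrophage-like cells Ccl3 was at 399 vs. 612 CPM (0.651, 0.596 to 0.712). Ccl4 was at 2310 vs. 2803 CPM there, but it was also the leading gene of that cluster. Ccl5 was at 341 vs. 349 CPM (0.978, 0.879 to 1.09), within counting error. Of 5 alternatives, 3 moved this Ccl5 value lower and 2 left it unchanged. The log2 ratio was -0.69 with the stricter filter, -0.50 with doublets removed and -0.30 with own markers. T/NK-like cells, of which the MVC library held fewer, carried 1279 of its 2088 and 1936 of the 2673 DMSO Ccl5 UMIs. There Ccl5 was among the leading genes of the cluster and was higher in the MVC library, at 2751 vs. 1175 CPM (2.34, 2.18 to 2.51), and it stayed higher under all 5 alternatives. In neutrophil-like cells Ccl3 had 29 vs. 171 UMIs (ratio 0.352, 0.229 to 0.523) and Ccl4 8 vs. 103 (0.161, 0.0677 to 0.329). B cell-like cells had 4 vs. 97 UMIs of Ccl4 (0.0799, 0.0214 to 0.211). On fewer UMIs, Ccl5 was higher in FAP-like (46 vs. 9) and lymphatic EC-like cells (16 vs. 0). Ccl4 was likewise higher in pericyte-like (13 vs. 1), MuSC-like (8 vs. 0) and SMC/pericyte-like cells (7 vs. 2).

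To ask whether SASP expression was lower with MVC, the median log2 ratio over the classical SASP list was computed in each class with at least 100 cells per library. The study read its repressed SASP expression in MuSCs from bulk RNA-seq of sorted cells, a data set that was not analysed here. In MuSC-like cells it was 0.30 over 50 genes, at the percentile 100 of the random lists, and 14 of the genes were lower in the MVC library. In FAP-like cells it was 0.05 over 77 genes (percentile 47.6). There the median of all genes with at least 50 UMIs was shifted by 0.14, and relative to that shift the list median was -0.01 (percentile 60.7). In EC-like cells it was 0.07 over 61 genes (percentile 95.4). In macrophage-like cells it was -0.09 over 69 genes (percentile 0.28), of which 40 were lower. With classes from own markers the percentile was 7.13 in macrophage-like and 0.74 in FAP-like cells, and with genes of at least 100 UMIs it was 0.72 in FAP-like cells, so which class lay below the random lists depended on these choices. The list median was 0.04 in tenocyte-like (percentile 78.6), -0.0044 in pericyte-like (25.85), 0.40 in B cell-like (99.97) and 0.13 in mural cells (97.8). The pericyte-like value kept its sign in 3 of 8 alternatives and reached 0.20 (percentile 95.5) without doublets. Over all cells it was -0.02 (percentile 0.12), and this value also reflects the shares of the classes. The alternative that moved the MuSC-like value most was the inclusion of genes with at least 1 UMI, with which the median was 0.11. SMC-like cells, with 94 in the MVC library, were below the minimum number of cells.

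Single genes of these programmes that the study read differed by class. In MuSC-like cells Cxcl1 was at 3121 vs. 2102 CPM (ratio 1.485, 1.415 to 1.56), Cxcl2 at 601 vs. 391 CPM (1.54, 1.37 to 1.72), Cxcl12 at 34.3 vs. 19.1 CPM (1.795, 1.08 to 3.10), Junb at 1569 vs. 1092 CPM (1.44, 1.34 to 1.54) and Atf3 at 697 vs. 418 CPM (1.67, 1.496 to 1.86). In FAP-like cells the ratios were 0.859 for Cxcl1, 0.981 for Cxcl2, 1.12 for Cxcl12, 0.939 for Junb and 1.08 for Atf3. In EC-like cells they were 1.32, 0.745, 1.10, 1.04 and 0.991, respectively. In SMC-like cells the ratio was 1.52 (1.33 to 1.74) for Cxcl1, 2.64 (2.07 to 3.395) for Cxcl2, 1.17 (1.04 to 1.32) for Cxcl12, 0.5635 (0.526 to 0.604) for Junb and 0.7455 (0.685 to 0.811) for Atf3. Macrophage-like cells had 3985 vs. 7091 CPM of Cxcl2 (0.562, 0.547 to 0.5775).

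Tissue digestion induces immediate early and heat shock genes, so a list of them was read as a technical comparison. Its median log2 ratio was 0.49 in MuSC-like cells (percentile 100, 30 of 38 genes higher), 0.12 in tenocyte-like (99.99), 0.07 in macrophage-like (87.9; with own markers 0.23, percentile 100), 0.10 in B cell-like (73.4), 0.03 in EC-like (75.2) and -0.05 in FAP-like cells (33.0). It was -0.53 in pericyte-like cells (percentile 0) and -0.33 in mural cells (percentile 0). Over all cells it was -0.07 (7.57). The alternative that moved the FAP-like value most was the scaling by the median ratio, with -0.19. In MuSC-like cells the SASP list was higher in the MVC library too. Stress of digestion thus cannot be told apart from other causes of the higher SASP median there.

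**Figure D4:**
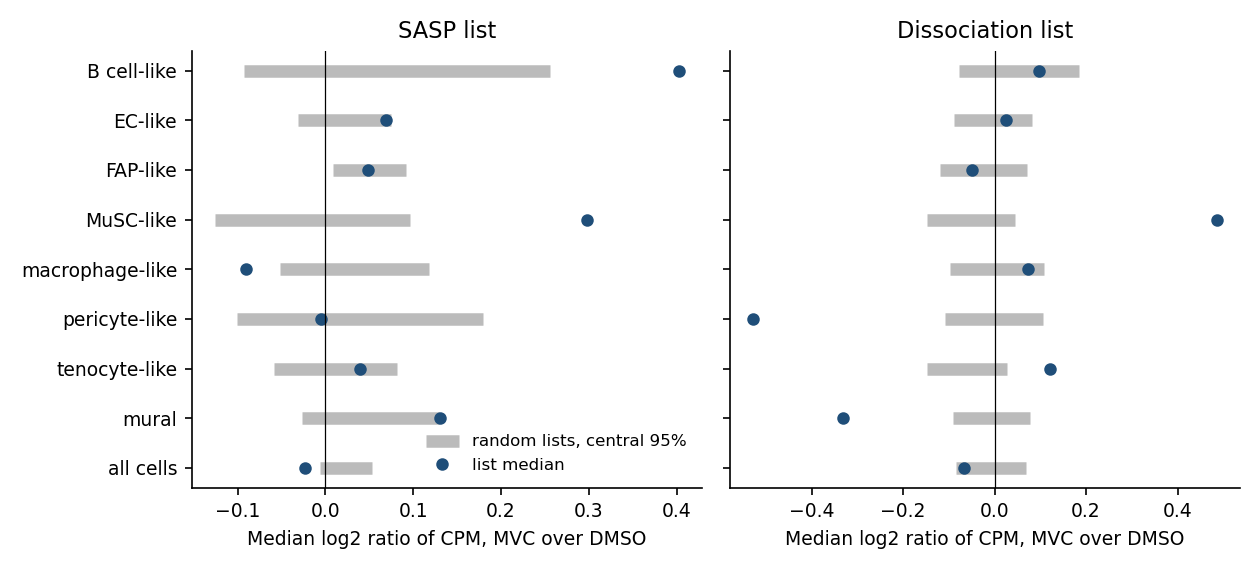
Median log2 ratio of CPM, MVC over DMSO (x axis), of the SASP list (left) and the dissociation list (right) in each class (points), with the central 95% of 10000 random lists of like size and expression (grey bars). MuSC-like cells lay above the random lists for both, with medians of 0.30 and 0.49, and macrophage-like cells, as clustered, below them for the SASP list at -0.09.

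Sex-linked genes were read to see whether the mice were of the same sex. Xist gave 3 UMIs in the MVC and 1 in the DMSO library. The Y-linked gene Ddx3y gave 5170 vs. 6436 UMIs (146 vs. 166 CPM), Eif2s3y 1457 vs. 1976, Kdm5d 465 vs. 468 and Uty 3408 vs. 3987. Any Y-linked gene was detected in 59.4% of the MVC and 66.5% of the DMSO cells, at median depths of 5195 and 5802 UMIs.

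The genes with the largest ratios in each class were then listed by the rule. In FAP-like cells the lowest were Cxcl13, which was a class marker and is not read further, Serpina3n (chromosome 12, 104406729 to 104414329), at 46.3 vs. 224 CPM (ratio 0.207, 0.189 to 0.225), and Gm17167, with 4 vs. 379 UMIs. Gm17167 shares 44.9% of its sequence words with other genes, so reads may have been divided between copies by the counting, and it is uncertain. The highest in FAP-like cells were the immunoglobulin genes Igkc, Ighm and Jchain, and 3 cells held 99.2% of the 15934 Igkc UMIs of the MVC library. In EC-like cells the lowest were Gdf15 (chromosome 8, 70629393 to 70632456), at 42.7 vs. 157 CPM (0.272, 0.2405 to 0.306), Ctla2a (chromosome 13, 60934155 to 60936625), at 388 vs. 1209 CPM (0.321, 0.308 to 0.334), and Hba-a1, of which 68.3% of the DMSO UMIs came from 3 cells and 75.4% of the sequence words are shared with other genes. Ctla2a and Serpina3n share 27.8% and 21.1% of their words. The highest were Ifit2 (44.9 vs. 8.17 CPM; 5.498, 4.32 to 7.06), Thbs4 and Gm16685 (49.3 vs. 10.5 CPM; 4.695, 3.78 to 5.87). Gm16685 is annotated as antisense, and the counting was not stated to use strand, so its source is uncertain.

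In MuSC-like cells Ttn, Myh3 and Neb were lowest in the MVC library, but a single DMSO cell with 69122 UMIs held 1078 of the 1087 Ttn UMIs, all 111 Myh3 UMIs and 243 of the 255 Neb UMIs. With 0 Myh3 UMIs in the MVC library the ratio amounts to at least 61.9-fold lower, from that 1 cell. Selp, Thbs4 and Cxcl3 were highest. Selp rested on 2 UMIs in the DMSO library (ratio 58.0, 15.85 to 482.5) and Thbs4 on 3 (22.9, 7.65 to 113), and 3 cells held 95.9% and 89.6% of their MVC UMIs. Cxcl3 was at 165 vs. 21.8 CPM (7.58, 4.997 to 12.0), with 51.0% of the MVC UMIs in 3 cells. In SMC-like cells Hk2, Ccl11 and Gm13889 were lowest and Thbs4, Vcam1 and Rsad2 highest. Gm13889 was at 345 vs. 1240 CPM (0.279, 0.246 to 0.315), with 20.96% of the DMSO UMIs in 3 cells. For the other 5 genes of this class 3 cells held between 70.9% and 98.6% of the UMIs of the higher library.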

Values the study reported

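The study analysed 5437 mononuclear cells from DMSO-treated and 5454 from MVC-treated mouse muscle. It reported that MuSCs made up 4.68% of the cells in the MVC group and 2.65% in the DMSO group. Pro-inflammatory macrophages were given as 1.91% with MVC and 3.79% with DMSO, and FAPs as 27.72% with MVC and 23.28% with DMSO. The share of senescent cells was stated as 17.6% with MVC and 20.1% with DMSO for MuSCs, 15.8% and 19.3% for FAPs, 16.7% and 21.9% for ECs, and 20.1% and 31.1% for SMCs.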

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

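The test below was planned before the result was seen. The filter removed 9.81% of the barcodes of the MVC library (593 of 6047; 95% CI 9.07 to 10.6) and 6.45% of the DMSO library (375 of 5812; 5.83 to 7.12). It was raised by a difference between the groups in barcodes that no comparison of the report used. Of the removed barcodes, 516 vs. 342 had under 500 genes and 155 vs. 102 had over 10% mitochondrial UMIs. Lower depth of the MVC library, with a mean of 5964 vs. 6736 UMIs per barcode, was argued against as the whole cause. When the DMSO barcodes were thinned to the mean of the MVC library, 7.33% were removed, which lies below the interval of the MVC library. Cell damage during preparation and the treatment itself stay open and were not tested, and with 1 library per group a difference between preparations remains possible.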

How the results depend on the processing

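Chosen only after results were seen were the alternatives with mural cells, with the unnamed cluster as EC-like, with scores regressed on genes detected, without the 3 cells with most UMIs of a gene, and with doublets removed for the named genes. No paired analysis was possible because each treatment had 1 library and the labels gave no replicate numbers.

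The differences in the MuSC-like share stayed between 1.93 and 2.51 points, in the B cell-like share between -2.15 and -1.83 and in the T/NK-like share between -2.58 and -2.39. The difference in the senescent share stayed positive for MuSC-like cells under all 15 alternatives (1.65 to 8.46 points), while 8 of 15 kept the sign in EC-like cells. The sign was kept by 12 of 15 in FAP-like cells (-5.44 to 1.30 points) and by 11 of 15 in SMC-like cells (-3.29 to 5.85). The main SMC-like value of 5.85 points was the highest of its range. Cdkn1a stayed lower in the 4 classes under all 9 alternatives. A value counted as unchanged when it stayed within its counting interval, for list medians within 0.5 of the width of the central 95% of random lists, and for counts of cells or genes within 1.5 times. Among results that answer a comparison, 190 alternatives left the value unchanged and 27 moved it. Among single genes and other values, 137 left it unchanged, 52 moved it and 4 reversed it. The 4 were the single genes Ttn, Neb, Thbs4 and Ccl11. Changes of sign in shares of cells and in list medians were counted as moved or unchanged, so the 4 do not cover all changes of sign.

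With at least 1000 genes and at most 5% mitochondrial UMIs, the difference was 6.51 points for FAP-like and -5.55 for EC-like cells, and log2 ratios in macrophage-like cells were -0.76 for Ccl3, -0.42 for Ccl4 and -0.69 for Ccl5. With the unnamed cluster as EC-like, the EC-like difference was -3.30, which follows from the cells added. Without thinning, the senescent share differed by -5.44 in FAP-like and -2.34 in EC-like cells. With classes from own markers, Cdkn1a was at -0.66 in EC-like cells, Ccl4 at -0.35 and Ccl5 at -0.30 in macrophage-like cells, and the SASP median was -0.0029 in FAP-like (percentile 0.74) and -0.041 in macrophage-like cells (percentile 7.13, from 0.28). Scaled by the median ratio, Cdkn1a was at -1.04 in FAP-like and -0.64 in EC-like cells, Ccl4 over all cells at -0.13, and the FAP-like medians were -0.011 for SASP and -0.19 for dissociation. The mean over cells gave -0.85 for Cdkn1a in MuSC-like cells. With doublets removed, Ccl5 was at -0.56 over all cells and -0.50 in macrophage-like cells, and 15 of 24 named genes stayed. The SASP median was 0.18 in MuSC-like cells with a pseudocount of 50 CPM, 0.11 in FAP-like and 0.12 in EC-like cells with 1 CPM, 0.11 in MuSC-like and 0.013 in EC-like cells with at least 1 UMI, and -0.028 in FAP-like cells with at least 100 UMIs (percentile 0.72). Of the other shares, the pericyte-like difference moved to -0.995 points with the stricter filter and to -1.25 with own markers. It changed sign, to 0.217, with doublets removed, which counted as unchanged. The perineurial-like difference of -0.409 changed sign, to 0.252 with the stricter filter, 0.217 with own markers and 0.254 at resolution 2. Without the 3 top cells Ttn (0.17) and Neb (0.27) in MuSC-like and Thbs4 (-0.081) in SMC-like cells reversed, and without doublets Ccl11 in SMC-like cells (0.95). Except where stated, the cause was not tested.

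Not every alternative gave a value. The stricter filter left no SMC-like class and under 100 macrophage-like or B cell-like cells in a library, removal of doublets left under 100 B cell-like cells, and own markers gave no SMC/pericyte-like class.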

Other observations

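Chosen only after the result was seen were the tests of p53 target genes, of dissociation stress in mural cells, of near-identical genes (both), of a few cells behind the largest ratios, and of the B cell cluster. The others were planned before.

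Without thinning, fewer FAP-like cells of the MVC library were senescent. Depth per cell fits as a cause, since the difference was -0.0711 points after thinning to equal depth. Random gene sets of the same size and expression were not excluded, as 11.5% of 200 draws gave a difference as low without thinning. The median of these draws was -2.86 points, compared with -5.44 for the senescence sets. In the other classes without thinning, the percentage of draws as low was 4.50 in SMC-like, 58.5 in EC-like and 88.5 in MuSC-like cells. An effect of MVC on senescent cells stays open and was not shown or excluded by 1 library per group.

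For MuSC-like cells, senescence was present in 27.2% of 257 cells in the MVC library without thinning. This is higher than the value quoted from the study above. Without thinning the same held for MuSC-like cells of the DMSO library (24.1%) and for FAP-like and EC-like cells of both libraries. SMC-like cells were above the quoted value in the MVC library (26.6%) and below it in the DMSO library (28.6%). In thinned MuSC-like cells of the MVC library the share was 15.8% (of 247 cells). After thinning, the shares of all 4 classes were below the quoted values in both libraries. The cause was not tested. Own denominators for the other classes without thinning were 1439 and 1181 FAP-like, 1755 and 2196 EC-like and 94 and 105 SMC-like cells, MVC and DMSO.

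Cdkn1a was lower in the MVC library in classes where the thinned senescent share was not. Time of day at collection, taken up below for the clock genes, was not tested as a source of this difference. Stress of tissue digestion was argued against in MuSC-like cells, where the dissociation list was higher (median log2 ratio 0.49). In FAP-like and EC-like cells it cannot be told apart, because the list median lay near 0 with genes going both ways (lower percentile 33.0). In mural cells it fits, with a list median of -0.33, although pericyte-like cells, with the lowest list median (-0.53), had a Cdkn1a ratio of 0.872 with an interval that included 1. Lower expression of p53 target genes cannot be told apart either, since the list of 16 genes in MuSC-like cells had a median of 0.0068 (percentile 66.05) with 7 lower, while its percentile was 2.43 in FAP-like, 21.9 in EC-like, 77.5 in macrophage-like and 8.47 in mural cells and 0.90 over all cells. An effect of MVC stays open, untested.

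The sex of the mice was argued against as a source of the differences, since Xist gave 3 and 1 UMIs and Ddx3y was at a ratio of 0.876 in the same male pattern.

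Fewer B cell-like, T/NK-like and neutrophil-like cells were found in the MVC library. Blood carried over cannot be told apart from other causes. Haemoglobin genes were at 275 vs. 716 CPM over all cells, but 10 cells per library held 93.1% and 98.7% of it, and without them the level was 18.9 vs. 9.29 CPM, a ratio of 2.04 in the opposite direction. An effect of MVC on these cells stays open and was not tested.

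The unnamed low-UMI cluster was more frequent in the MVC library. Malat1 made up 2.15% of its UMIs vs. 2.48% in EC-like cells, a ratio of 0.869, and gave no sign of bare nuclei. Bare nuclei cannot be excluded by this 1 transcript, because the ribosomal protein share given next was low, which bare nuclei would give as well. Damaged cells cannot be told apart, because ribosomal protein genes made up 1.25% vs. 5.885% of the UMIs (ratio 0.213) while the median mitochondrial percent was 1.97 vs. 1.45. An effect of MVC stays open, untested.

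Nr1d1 was at 52.5 vs. 22.8 CPM in the MVC library, a ratio of 2.30, and Dbp at a ratio of 5.25. Time of day at collection cannot be told apart from an effect of MVC. The 8 clock genes in phase with Nr1d1 had a median log2 ratio of 0.58 (percentile 100, none lower), whereas the 4 genes of the opposite phase had -0.11 (percentile 6.79), short of the 5th percentile set beforehand. Arntl of that phase was at -0.49. The median of the in-phase genes was higher in the MVC library in each class read, from 0.25 in tenocyte-like to 0.99 in MuSC-like cells. Collection times were not analysed here, and whether they bear on other differences, such as that of Cdkn1a, was not tested.

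Of the 24 named genes, 16 had over 50% of their UMIs in 3 cells of the higher library. For 11 of these a few cells of another type or doublets fit as the source, since under 0.5 of the log2 ratio was left without these cells. For the other 5 (Cxcl3, Hba-a1, Hk2, Ccl11 and Rsad2) it cannot be told apart, because at least 0.547 of the log2 ratio was kept, and Cxcl3 and Hba-a1 moved further from 0 without these cells, while few cells held a UMI of these genes and Ccl11 reversed without doublets. For the remaining 8, a few cells were argued against, since at least 0.907 of the log2 ratio was kept both without the 3 cells and without called doublets. An effect of MVC or a difference between the preparations stays open for them and was not tested.

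B cell-like cells formed 1.87% of the MVC and 3.77% of the DMSO cells, close to the shares quoted for pro-inflammatory macrophages over the same kept cells, while macrophage-like cells were at 3.905% and 2.98%. The study named pro-inflammatory and anti-inflammatory macrophages apart, and the macrophage-like class here was not split in that way. The 2 shares thus set a part against a whole. By flow cytometry the study also found fewer macrophages with MVC, which was not analysed here. Whether the cluster that carried that name held B cells cannot be told apart, because the clusters here were named by their markers and the study's own cell names were not used here. C1qa, Csf1r and Lyz2 reached at most 0.309% of their macrophage-like level in the B cell-like cluster, which the naming itself brings about, and the study lists B cells in a separate population.

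Several genes were lower over the classes of the MVC library, by factors that differed between classes. The 20 lowest by median over up to 14 classes were listed, and 15 of them were lower in each class in which they were ranked. The list held the genes named below and Serpina3n, Bc1, Wdr89, Ctla2a, Pdk4, Penk, Tecpr2 and Mt1. Of the 20, 5 had at least 50% of their words in other genes (Rps27rt, Rpl9-ps6, Ftl1-ps1, Gm2000 and Rpl10-ps3), compared with 0.591% of the 8290 genes ranked. Reads shared between near-identical genes cannot be told apart as a cause for these, because the 321 genes of that kind had a median of -0.00096 (percentile 0.74) with 162 lower. The same explanation, reads shared between near-identical genes, was argued against for 7 other listed genes that were lower in each class with under 5% shared words, namely Gm14164, Gm46563, Timp4, AC154200.1, Gm11290, Ctla4 and Slc38a2, with a median log2 ratio of -0.81. An effect of MVC or a difference between the preparations stays open for all of them and was not tested.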
